A study of Mus musculus with 2 samples. Its data were reported in "Heterogenous microglial reactivity contrasts with stable vascular transcriptional programs in mouse models of Alzheimer’s, CADASIL, and Traumatic Brain Injury" (2026).

How the data were processed

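Spatial expression was measured with Visium HD on 10 µm coronal sections of formalin-fixed, paraffin-embedded brain from male C57BL/6 mice, 1 section taken 3 days and 1 section taken 28 days after controlled cortical impact. Per the labels and the file headers, the authors made the raw UMI count per gene and 16 µm bin with Space Ranger 4.0.1, from the mouse probe set 2.0, by summing smaller squares under tissue, with no normalization. The genome build behind the spatial counts is not stated, so no coordinates are given. The list held 19070 genes, named by symbol and Ensembl identifier. Cx3cr1 and Xist were not analysed here, and the study's methods state that Clec7a is outside the probe set.

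The choices that follow were made before the data were examined unless said otherwise. Bins with fewer than 100 UMIs were left out (1.93% of bins at 3 days, 2.15% at 28 days), which left 119617 and 103316 bins. Bins were summed in tiles of 4 by 4 bins (64 µm). The symmetry axis of each section was the line, within 15 degrees of the array axis, with the best correlation between mirrored tiles of 10 genes with regional expression in the brain, which reached 0.58 at 3 days and 0.64 at 28 days. The injured side was the side with the higher CPM, UMIs scaled to a common total, of Cd68, Lyz2, Ctsz, Lgals3, Cd52 and Laptm5. These 6 genes had 297 CPM on the injured side and 88.6 CPM on the opposite side at 3 days, and 599 and 81.0 CPM at 28 days. They placed the lesion zone and are not reported as results. A tile belonged to the zone if their share of UMIs, averaged over 5 by 5 tiles, was above the 99th percentile of the opposite side and it lay in a connected patch of at least 25 tiles. The mirror zone was the zone reflected across the axis.

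UMIs were summed over each zone, scaled to CPM, and compared as log2 ratios with a pseudocount of 0.5 UMI for genes with at least 20 UMIs over both zones. Gene sets were made of genes that the study's text names, except Gfap and Vim of the astrocyte set, which were added as genes that astrocytes express, and were summarised by their median ratio. Igf1 was likewise added to the single genes. Intervals of single genes are exact conditional binomial intervals, those of set medians come from 1000 Poisson resamples, and those of tile shares are exact Clopper-Pearson intervals. All are at 95% and leave out the spread between animals, because each group had 1 section. Those of single genes and set medians cover counting error only. Those of tile shares take tiles as independent draws, which smoothed neighbouring tiles are not, so they are nominal. Neighbouring tiles and bins are not independent, so no p-values or counts of changed genes were computed. Where the mirror zone had 0 UMIs, the fold was taken against a floor of 3 counts over that zone. Each set median was placed among 10000 random lists matched on expression in 20 strata. Genes beyond the sets were named if they were among the 5 highest or lowest with at least 200 UMIs over both zones. A gene planned for the comparison of single genes is not reported here. Distance bands had edges at 250, 500, 1000 and 2000 µm, and no bin lay beyond 2000 µm at 28 days. For transcripts sharing a bin with proliferation genes, bins were thinned to 300 UMIs. Clustering used 10000 counts per bin on a log scale, 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1, and a cluster of at least 100 bins counted as lateralised with at least 80% of its bins on the injured side.

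Alternatives were TMM scaling, UMIs per bin, no minimum per bin or gene, other zone thresholds and smoothing, the largest patch alone, a midline through the median bin of the tissue, unthinned bins, other resolutions and lateralised thresholds, and a minimum of 50 UMIs. Further alternatives were added after the results were seen, among them an axis through the median Gbx2 UMI, because the 3 days axis lay 363 µm from it. Lists of choroid plexus genes (Folr1, Kl, Clic6, Kcnj13, Sostdc1, Calml4, Cldn2, Kcne2 and Otx2) and T cell genes (Cd3e, Cd3d, Cd3g, Cd2, Cd8a and Cd4) were used in follow-up tests.

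The methods were tested on simulated data. For zone sums drawn at the depth of each section, 95.6% of the intervals of 13473 genes at 3 days and of 13090 genes at 28 days covered the true ratio, and 99.0% and 98.5% of the planted changes were recovered. In symmetric sections with 487 planted lesion tiles, 99.8% and 100% of these were found, and 15.0% and 22.2% of the found tiles lay outside them. That simulation had perfect symmetry and does not test placement of the axis in deformed tissue. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.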

Results

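Spatial gene expression was measured on coronal brain sections of C57BL/6 mice after controlled cortical impact (CCI), a model of focal traumatic brain injury in which a piston strikes the exposed cortex on a single side. Visium HD for fixed, paraffin-embedded tissue was used, an assay in which pairs of gene probes are hybridised to the section and counted on a grid of barcoded squares as unique molecular identifiers (UMIs). The samples formed 2 groups of 1 section each, taken 3 days and 28 days after injury from male mice aged 3 months. With 1 section per group no comparison between time points could be tested against the spread between animals. The intervals given here are 95% intervals that cover counting error only. Those of tile shares are nominal, because they take smoothed neighbouring tiles as independent. The 3 days section held 121967 bins of 16 µm (31.2 mm² of tissue) with 120615873 UMIs, a median of 836 UMIs and 709 genes per bin. The 28 days section held 105589 bins (27.0 mm²) with 82422389 UMIs, a median of 596 UMIs and 516 genes per bin. A bin is a small square of tissue that can hold parts of several cells. The Y-linked gene Ddx3y was present at 110 CPM, its UMIs scaled to a common library total, in each section, as the male label requires.

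To separate focal from global responses, a lesion zone was placed in each section from 6 phagocyte genes that were then left out of all results, and the mirror-image area of the opposite side served as the within-section reference. At 3 days the zone covered 577 of 3027 tiles of 64 µm on the injured side (19.1%, exact interval 17.7 to 20.5%). At 28 days it covered 903 of 3259 tiles (27.7%, 26.2 to 29.3%). The shares moved most with a zone threshold at the 95th percentile, to 32.0% and 37.7%. These extents are not comparable between the sections, because 34 zone tiles at 3 days lay on the edge of the capture array, where 2.42 mm of the injured side was captured against 3.86 mm at 28 days, and because tissue had been lost from the injured side at 28 days. Depth was lower in the lesion zone than in the mirror zone, with a mean of 607 against 746 UMIs per bin at 3 days and 528 against 640 at 28 days. Of the zone bins, 98.9% had a mirror bin over tissue at 3 days and 87.3% at 28 days. The symmetry axis that defined the mirror zone passed 16 µm from the median position of Gbx2 UMIs, which mark midline thalamic nuclei, at 28 days and 363 µm from it at 3 days. The 3 days mirror zone was therefore displaced laterally. Values obtained with an axis through the Gbx2 position are given here for some of the results that differed. Further ones follow in the section on processing, where those of single genes are mostly given as a count only.

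**Figure D1:**
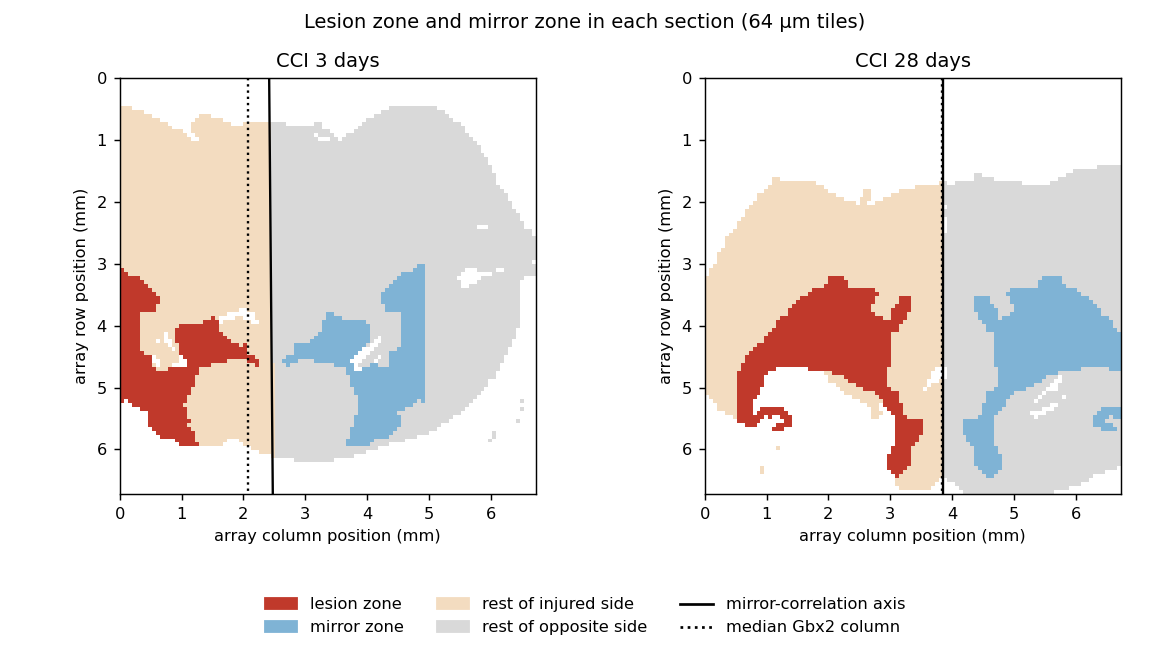
Maps of both sections, with array column and row position in mm on the axes and each 64 µm tile coloured as lesion zone, mirror zone or the rest of either side. The lesion zone reached the array edge at column 0 at 3 days and bordered lost tissue at 28 days, and the mirror-correlation axis (solid line) lay 363 µm from the median Gbx2 column (dotted line) at 3 days.

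The first comparison asked how microglial programs differed between the lesion zone and the mirror zone. Values are medians over each gene set of the log2 ratio of CPM. The disease-associated microglia (DAM) set of 6 genes had a median of 1.84 at 3 days (1.50 to 2.22) and 4.06 at 28 days (3.91 to 4.25). The difference between the time points was 2.21 (1.85 to 2.59), and 5 of its 6 genes had the higher ratio at 28 days. With the Gbx2 axis the 3 days median was 1.37 and the difference 2.67. The difference stayed positive but fell below its interval with the midline through the median bin of the tissue. It did so too against the whole opposite side. The activated microglia set of 4 genes was higher in the lesion zone at both time points, with 3.61 (3.27 to 4.10) at 3 days and 3.89 (3.44 to 4.33) at 28 days. Its difference of 0.27 was not detectable at this depth (-0.41 to 0.90). This difference turned negative, below the interval, with the midline through the median bin of the tissue. The same held against the whole opposite side, so its direction rested on the reference area. The homeostatic set, which rested on Tmem119 and P2ry12 alone, had medians of 0.90 (0.67 to 1.12) and 1.32 (1.10 to 1.53). Its difference of 0.42 (0.13 to 0.76) changed direction to -0.24 when the midline was drawn through the median bin of the tissue. Among the 3 days medians the largest change under any alternative was that of the proliferation set, described further down, which rose to 6.19 with that midline. Because phagocyte genes placed the zone, other genes of the same cells are high in it by construction, so the height of these medians within a section is no evidence of activation, and no rank among random gene lists is given for them.

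**Figure D2:**
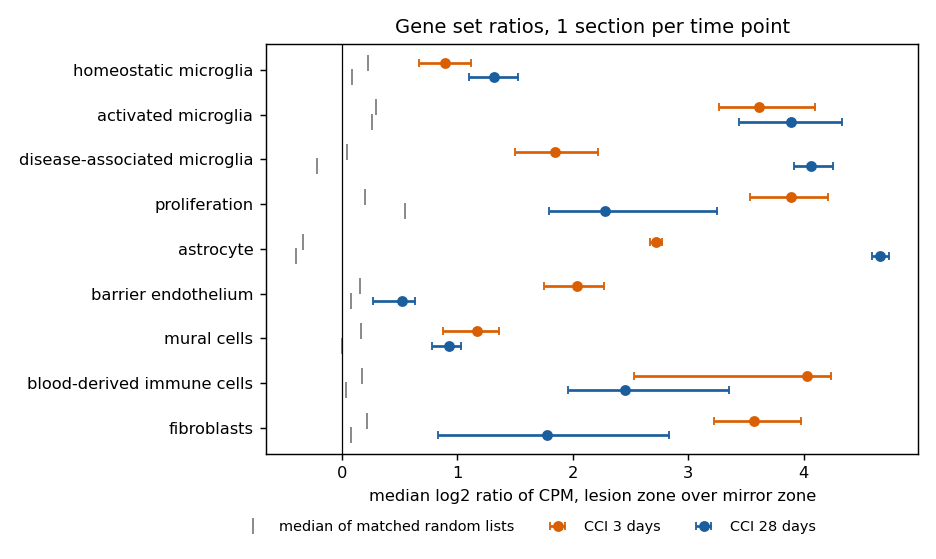
Median log2 ratio of CPM, lesion zone over mirror zone (horizontal axis), for 9 gene sets (vertical axis) at 3 days and 28 days with 95% counting intervals, 1 section per time point. Grey ticks give the median of expression-matched random lists. The DAM and astrocyte sets lay further right at 28 days (4.06 and 4.66) than at 3 days (1.84 and 2.72), and the barrier endothelium set further left (0.52 against 2.04).

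Within the DAM set, Cst7 accounted for the widest change. Its expression was 14.2 CPM in the lesion zone and 3.97 CPM in the mirror zone at 3 days, a log2 ratio of 1.82 (1.17 to 2.54). At 28 days it was 478 CPM against 1.40 CPM, a log2 ratio of 8.36 (7.58 to 9.42). Apoe rose from a log2 ratio of 0.48 (0.45 to 0.52) to 3.70 (3.68 to 3.72) and reached 42541 CPM in the 28 days lesion zone. Trem2 rose from 2.66 (2.24 to 3.12) to 4.41 (4.10 to 4.77), Lpl from 0.97 (0.69 to 1.25) to 3.05 (2.83 to 3.28) and Csf1 from 1.87 (1.54 to 2.22) to 2.84 (2.51 to 3.20). Spp1 was the exception, with 6.36 (6.03 to 6.74) at 3 days and 5.78 (5.60 to 5.96) at 28 days. Its level in the lesion zone nevertheless rose, from 848 to 1763 CPM. The ratio fell because the mirror zone went from 10.2 to 32.1 CPM, while the whole opposite side had 17.4 and 17.7 CPM. The exception therefore rested on the reference area. Among the activated microglia genes, Ccl2 had the highest ratio at 3 days (5.31, 4.40 to 6.62), and Il1a went from 36 UMIs in each zone at 3 days, a log2 ratio of 0.33 (-0.38 to 1.03), to 278 against 23 UMIs at 28 days (3.71, 3.12 to 4.42). Igf1 rose from 0.95 (0.06 to 1.90) to 4.39 (3.87 to 5.02). Osm was at 47 UMIs in the lesion zone and 1 UMI in the mirror zone at 3 days, a log2 ratio of 5.31 (3.33 to 11.21), and at 54 against 1 UMI at 28 days. The perivascular macrophage gene Mrc1 had log2 ratios of 2.67 (1.90 to 3.61) and 2.27 (1.46 to 3.26).

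The astrocyte set was higher in the lesion zone at both time points and more so at 28 days. Its median was 2.72 (2.67 to 2.77) at 3 days and 4.66 (4.59 to 4.74) at 28 days, a difference of 1.94 (1.85 to 2.03). The difference was 2.95 with the Gbx2 axis and 0.16 with the midline through the median bin of the tissue, so its size rested on the 3 days reference area. Gfap was at 3487 CPM in the lesion zone against 528 CPM in the mirror zone at 3 days and at 5300 against 209 CPM at 28 days. Vim was at 5050 CPM in the lesion zone and 315 CPM in the mirror zone at 3 days and at 2322 against 77.0 CPM at 28 days, so its ratio rose, to 4.91 (4.80 to 5.03), while its level in the lesion zone fell. Aqp4 had ratios of 1.48 (1.37 to 1.58) and 2.93 (2.86 to 3.01). The set median was the Gfap ratio at both time points. Sums over the set, as used for its area, lean on Vim, with 26362 UMIs in the 3 days zone against 18201 of Gfap. Bins hold parts of several cells, so these Vim UMIs cannot be assigned to astrocytes.

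Proliferation genes showed the opposite course. The median of Birc5, Top2a and Mki67 was 3.89 (3.53 to 4.21) at 3 days and 2.28 (1.79 to 3.25) at 28 days, a difference of -1.61 (-2.14 to -0.55). The difference was -0.34 with the zone threshold at the 95th percentile and -4.32 with the midline through the median bin. With the Gbx2 axis the 3 days median was lower, below its interval. Birc5 was at 28.2 CPM in the 3 days lesion zone and 2.60 CPM in its mirror zone, and at 2.65 CPM against 0.25 CPM at 28 days, where it rested on 19 and 2 UMIs. In bins thinned to 300 UMIs, 6.71% of lesion zone bins (6.13 to 7.33%, exact binomial interval) held a UMI of the set at 3 days, against 0.50% (0.34 to 0.71%) of mirror zone bins. At 28 days the shares were 0.44% (0.31 to 0.59%) and 0.10% (0.05 to 0.19%). Without thinning they were 11.3% and 1.07% at 3 days and 0.82% and 0.19% at 28 days.

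Which transcripts shared bins with proliferation UMIs was then asked within the lesion zone. At 3 days the thinned bins with a proliferation UMI numbered 465 of 6927, after 1675 shallower bins were left out. Ccr2, a monocyte gene, was at 64.5 CPM in them and at 21.1 CPM in the remaining zone bins, a log2 ratio of 1.67 (0.38 to 2.67) that rested on 9 UMIs in the former and was 1.02 (0.28 to 1.68) in unthinned bins and 0.94 over 20 thinnings. Tmem119 had a ratio of -0.49 (-2.27 to 0.64) from 5 UMIs in this single thinning, which gives no direction. In unthinned bins its ratio was 0.76 (0.31 to 1.17) from 58 UMIs, and over 20 thinnings it was 0.60. The order of Ccr2 and Tmem119 in the single thinning therefore does not separate them. In that thinning Cldn5 had 0.67 (0.07 to 1.19) and Gfap -0.10 (-0.23 to 0.03). At 28 days only 40 thinned bins held a proliferation UMI, and Tmem119, Ccr2 and Cldn5 had no UMI in them, which gives no order at this depth. The Gfap ratio at 28 days was -0.43 (-0.89 to -0.04) in this single thinning. It was -0.07 (-0.18 to 0.04) in unthinned bins and -0.22 over 20 thinnings.

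The next comparison addressed the vasculature. The barrier endothelium set of 6 genes had a median log2 ratio of 2.04 (1.75 to 2.27) at 3 days, at the 99.96th percentile of 10000 random lists matched on expression, and 0.52 (0.28 to 0.64) at 28 days, at the 86.5th percentile. The difference was -1.52 (-1.85 to -1.24), and all 6 genes had the lower ratio at 28 days. Pecam1 was at 106 CPM in the 3 days lesion zone against 17.1 CPM in the mirror zone, a ratio of 2.62 (2.33 to 2.93), and at 34.6 against 25.1 CPM at 28 days (0.46, 0.19 to 0.74). Cdh5 had 2.53 (2.04 to 3.09) and 0.68 (0.23 to 1.16), Lsr 2.78 (1.99 to 3.76) and 0.80 (0.08 to 1.56), and Cldn5 1.42 (1.25 to 1.59) and 0.58 (0.42 to 0.73). Mfsd2a had 1.55 (1.13 to 1.99) at 3 days and was not detectably different at 28 days (0.22, -0.22 to 0.66). Tfrc was lower in the lesion zone at both time points, with -0.55 (-0.78 to -0.33) and -0.86 (-1.10 to -0.63). The mural cell set of 8 genes had medians of 1.17 (0.88 to 1.36) and 0.93 (0.78 to 1.03), and its difference of -0.24 was not detectable at this depth (-0.49 to 0.05). Tagln fell from a ratio of 3.89 (3.69 to 4.10) to 1.08 (0.85 to 1.31), whereas Myh11 rose from 0.05 (-0.42 to 0.50) to 1.04 (0.74 to 1.35). Pdgfrb had 1.53 and 0.96, Vtn 1.13 and 0.87, Kcnj8 1.21 and 1.18 and Acta2 1.43 and 0.90. Abcc9 was not detectably different in either section (0.14, -0.36 to 0.64, and 0.29, -0.13 to 0.71). Rgs5 had 0.65 (0.48 to 0.82) at 3 days and 0.15 (0.01 to 0.28) at 28 days, and the latter became -0.13 when UMIs were taken per bin. The 28 days value of Acta2 became -0.05 when the axis was moved 24 bins towards the injured side.

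Genes that the study placed in a local vascular response were examined singly. Lcn2 was added, which the study named as an exception to its little evidence of a wider vascular response. Vcam1 was higher in the lesion zone to a similar degree at 3 days (85.1 against 18.5 CPM, log2 ratio 2.20, 1.91 to 2.50) and 28 days (80.8 against 21.1 CPM, 1.94, 1.69 to 2.20). Mmp3 had 26 UMIs in the lesion zone and 0 in the mirror zone at 3 days and 419 against 0 at 28 days. Set against a floor of 3 counts over the mirror zone, it was at least 10.9-fold higher at 3 days and at least 154-fold higher at 28 days. On the log2 scale the 28 days bound was 7.27, and 3.62 over zone bins that had a mirror bin, so most Mmp3 UMIs lay in lesion zone tissue without mirror tissue. Lcn2 rose from 64.4 to 446 CPM in the lesion zone, against 0.61 and 0.89 CPM in the mirror zones. Its ratios were 6.55 (5.35 to 8.60) and 8.87 (7.93 to 10.29), the latter 7.07 over zone bins that had a mirror bin. Within 250 µm outside the zone it had 185 against 8 UMIs at 3 days and 5 against 3 at 28 days. Between 1000 and 2000 µm at 3 days it had 5 against 4 UMIs.

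**Figure D3:**
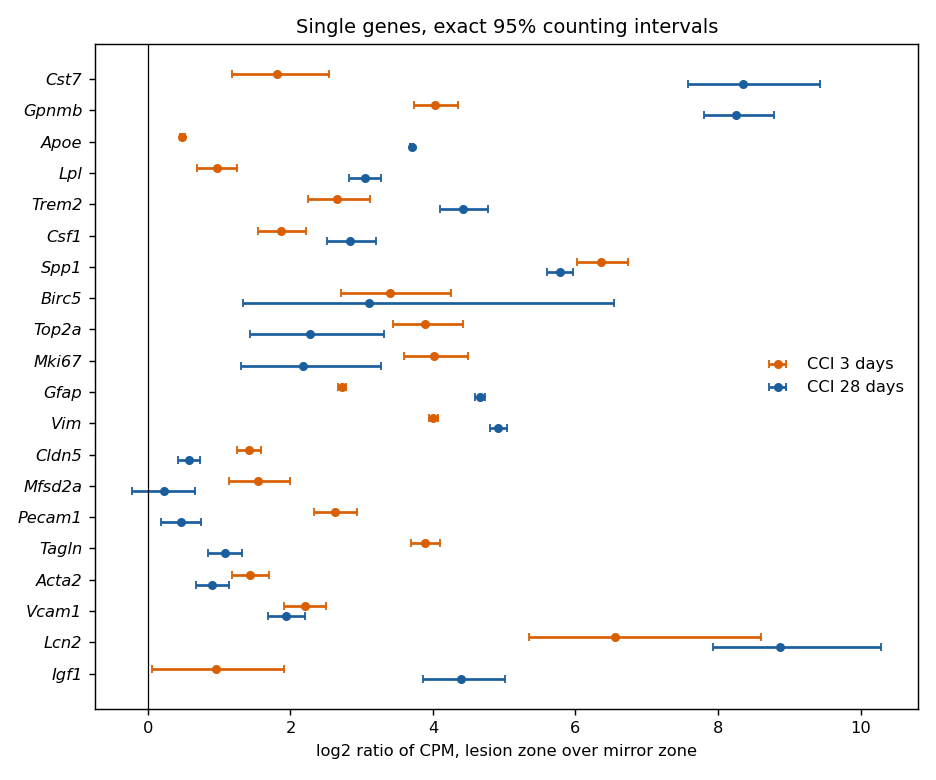
Log2 ratio of CPM, lesion zone over mirror zone (horizontal axis), of named genes (vertical axis) at 3 days and 28 days with exact 95% counting intervals, 1 section per time point. Cst7 and Gpnmb lay above 8 at 28 days, while Cldn5, Mfsd2a and Pecam1 lay closer to 0 at 28 days than at 3 days.

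Genes of blood-derived immune cells moved apart from each other. The set median was 4.03 (2.53 to 4.24) at 3 days over 5 genes and 2.45 (1.96 to 3.36) at 28 days over the 4 genes with at least 20 UMIs, and over those 4 genes the difference of -0.35 was not detectable (-0.83 to 0.55). Gpnmb rose from a ratio of 4.03 (3.73 to 4.35) to 8.25 (7.81 to 8.78). Ccr2 had 4.28 (3.21 to 5.87) and 3.74 (2.57 to 5.53), and Fabp5 1.58 (1.48 to 1.68) and 1.17 (1.09 to 1.26). Cxcl2 was at 21 UMIs against 1 UMI at 3 days (4.17, 2.08 to 10.09) and at 17 against 1 at 28 days. Trbc2 was lower in the lesion zone at both time points, with -3.11 (-4.15 to -2.31) and -1.29 (-2.02 to -0.64). The fibroblast set of Dcn, Lum and Pdgfra had medians of 3.57 (3.22 to 3.97) and 1.77 (0.84 to 2.84), a difference of -1.80 (-2.92 to -0.61) that was -0.15 with the Gbx2 axis.

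Across 9613 genes with at least 200 UMIs at 3 days, the median log2 ratio was 0.04 and the 5th and 95th percentiles were -1.33 and 1.78. Across 10185 such genes at 28 days these were -0.07, -1.18 and 1.87. The 5 highest ratios at 3 days belonged to Arg1, Msr1, Thbs1, Lcn2 and Spp1. Arg1 had 452 UMIs in the lesion zone and 0 in the mirror zone, at least 189-fold higher, and 4 against 3 UMIs at 28 days. Msr1 had 401 against 3 UMIs (7.17, 5.83 to 9.67), and Thbs1 fell from 7.12 (6.31 to 8.25) to 3.23 (2.54 to 4.09). The 5 lowest were Cbln4, Cbln2, Lamp5, Neurod6 and Plcxd2, between -4.11 and -3.21. At 28 days the 5 highest were Mmp3, Lcn2, Apoc4, Ccn5 and Cst7. This order rests on the pseudocount for Mmp3 and Apoc4, which had 0 UMIs in the mirror zone. Against the floor of 3 counts their log2 bounds were 7.27 and 6.22, below the ratios of Lcn2 (8.87) and Gpnmb (8.25). Apoc4 had 203 against 0 UMIs, at least 74.5-fold higher, and Ccn5 had 534 UMIs against 1 (8.62, 6.72 to 14.51). The 5 lowest were Ttr, Calb2, Wipf3, Neurod6 and Fgf10, between -3.04 and -2.56. The ratios correlated across the 9432 genes measured in both sections, with a Spearman coefficient of 0.80 and a Pearson coefficient of 0.83, where genes are not independent replicates. A minimum of 50 UMIs gave a Spearman coefficient of 0.79.

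Among the 9432 genes with at least 200 UMIs over both zones of each section, the 28 days minus 3 days difference of the log2 ratio was highest for Gpnmb (4.23), Nr4a2 (3.49), Chil1 (3.37), Apoe (3.22) and Cyp26b1 (3.06). It was lowest for Ttr (-6.07), Cacng5 (-3.70), Tagln (-2.81), Igfbp3 (-2.67) and Tnc (-2.64). The Ttr ratio at 3 days was 3.03 (2.93 to 3.14) but -2.02 with the Gbx2 axis, and the Nr4a2 ratio at 28 days was 1.19 (0.81 to 1.58) but -0.61 over zone bins that had a mirror bin, so both depended on where the reference tissue lay.

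Profiles by distance asked how far from the zone the programs extended. Phagocyte genes set the border of the zone, so a step down of the microglial sets just outside it is built in. That step alone is no evidence that these sets were focal. At 28 days the DAM set fell from 4.06 in the zone to 1.26 (1.08 to 1.45) within 250 µm of it, 0.37 (0.13 to 0.47) between 250 and 500 µm and -0.07 (-0.41 to 0.05) between 500 and 1000 µm. The astrocyte set fell to 1.81, 0.88 and 0.01 in the same bands. At 3 days the DAM set was already at 0.26 (0.15 to 0.48) within 250 µm, whereas the activated microglia set was at 2.90 (2.45 to 3.23) and remained at 0.88 (0.53 to 1.66) between 1000 and 2000 µm. The astrocyte set at 3 days was at 1.82, 0.69, 1.49, 0.75 and 0.68 from the nearest band to the band beyond 2000 µm. With the Gbx2 axis the last 2 of these were 0.36 and 0.31, and the activated set between 1000 and 2000 µm was at 0.46 and beyond 2000 µm at 0.38. Nearer bands rose with that axis. Between 250 and 500 µm the activated set was at 3.45 against 1.88 with the mirror-correlation axis, the DAM set at 0.63 against -0.07 and the astrocyte set at 1.84 against 0.69, and within 250 µm the DAM set was at 0.58. Between 500 and 1000 µm the astrocyte set was at 2.04, and within 250 µm it was lower, at 1.66. The barrier endothelium set at 3 days was at 0.99 (0.76 to 1.12) within 250 µm and at 0.27 (0.09 to 0.50) between 250 and 500 µm.

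**Figure D4:**
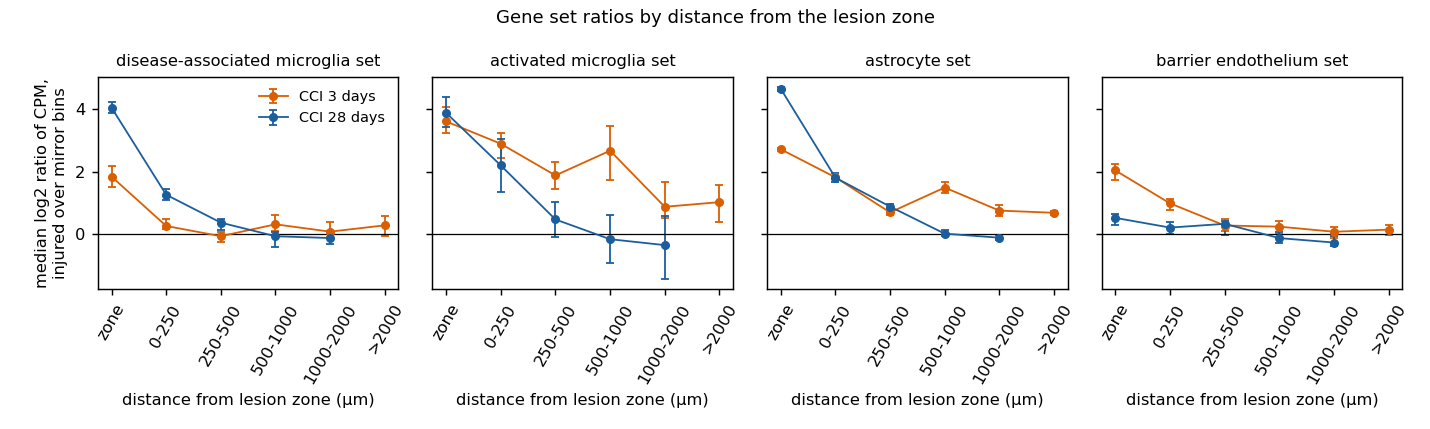
Median log2 ratio of CPM, injured over mirror bins (vertical axis), in the lesion zone and in bands of distance from it in µm (horizontal axis) for 4 gene sets at 3 days and 28 days, with 95% counting intervals and 1 section per time point. The DAM set reached -0.07 between 500 and 1000 µm at 28 days, and the astrocyte set stayed above 0 in each band at 3 days.

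The extent of each program was measured as the share of injured-side tiles above the 99th percentile of the opposite side, so that 1% is background. The astrocyte set covered 11.7% (10.5 to 12.9%) at 3 days and 27.2% (25.7 to 28.8%) at 28 days, and the proliferation set 15% (13.7 to 16.3%) and 1.47% (1.09 to 1.95%). The cut-off was each section's own, at 7721 and 3832 CPM for the astrocyte set and 151 and 46.5 CPM for the proliferation set. The lower astrocyte cut-off at 28 days alone widens its area. Less of the injured side was also captured at 3 days, so the astrocyte shares give no growth with time. The DAM set covered 28.8% (27.2 to 30.4%) at 28 days, and 96.9% of the lesion zone lay within that area. At 3 days it covered 0.30% (0.14 to 0.56%), but 97.3% of the set's UMIs in the mirror zone were of Apoe, and without Apoe the share was 16.3% (15 to 17.7%).

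Clustering of each section by Leiden communities gave 20 clusters at 3 days and 19 at 28 days. At 28 days 2 clusters had at least 80% of their bins on the injured side. The larger, with 11741 bins and 90.6% on the injured side, was led by Cst7, Itgax, Spp1, Siglecf and Ccl3. The smaller, with 598 bins that all lay on the injured side, was led by Mmp3, Saa3, Lcn2, Steap4 and Ccn5. Together they held 70.9% of the lesion zone. At 3 days 2 clusters passed the same threshold but held 0.01% of the zone. They were led by Gbx2, Calb2, Nmbr, Slitrk6 and Lhx9 and by Avp, Oxt, Otp, Trh and Dlk1, and with the Gbx2 axis no 3 days cluster passed. For the cluster led by Gbx2 this follows from the placement of that axis. The share depended on resolution, since at a resolution of 2 the 4 clusters that passed at 3 days held 49.3% of the zone. At a threshold of 70%, 5 clusters passed at 3 days and held 82.9% of the zone. Resolution moved the counts most, to 9 and 11 clusters at 0.5 and to 29 and 25 at 2.

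The opposite sides were compared directly as a background for the time comparison. Over 13024 genes the median log2 ratio of 28 days over 3 days was 0.02, with 5th and 95th percentiles of -0.30 and 0.38. The proliferation, activated microglia and astrocyte sets were lower on the opposite side at 28 days, with medians of -1.22, -0.92 and -0.66, while the DAM and barrier endothelium sets were at 0.07 and -0.06. These values compare 2 libraries and not the conditions. The opposite side was captured to 4.25 mm from the axis at 3 days and to 2.83 mm at 28 days, so unlike tissue was compared.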

Values the study reported

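The study reported 48 spatial clusters in the section taken 3 days after CCI and 46 clusters in the section taken 28 days after CCI.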

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

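The test of Nr4a2 over zone bins with a mirror bin and those with the axis through the median Gbx2 UMI were chosen only after the results were seen, the former also after its outcome was known. Ttr, Nr4a2 and Cacng5 drew attention because their lesion zone over mirror zone ratio had opposite directions at 3 days and 28 days. With 1 section per time point none of these differences was tested against the spread between animals, and a biological change with time stays open and untested for each.

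Ttr had a log2 ratio of 3.03 at 3 days and -3.04 at 28 days, a difference of -6.07. With the axis through the median Gbx2 UMI the 3 days ratio was -2.02 and the 28 days ratio -3.03, so the directions were no longer opposite. Of 9 other choroid plexus genes, 6 had enough UMIs, and their median ratio was 2.11 at 3 days and -0.93 at 28 days, a difference of -3.04 in the direction of Ttr. A candidate explanation is that choroid plexus, a ventricular tissue rich in Ttr, lay unequally in the zone and its displaced mirror zone.

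Nr4a2 had a log2 ratio of -2.30 at 3 days and 1.19 at 28 days, a difference of 3.49. The axis through the median Gbx2 UMI left the directions opposite, at -2.20 and 1.10, which argues against the displaced 3 days axis as the cause. Over zone bins with a mirror bin the 28 days ratio was -0.61, so the positive value may come from lesion zone tissue whose mirror position held no captured tissue.

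Cacng5 had a log2 ratio of 2.88 at 3 days and -0.82 at 28 days, a difference of -3.70. With the axis through the median Gbx2 UMI the ratios were 1.60 and -0.85. The opposite directions were therefore not removed by the axis, although the 3 days value was smaller with it. Unequal tissue in the zone and mirror zone, other than through the axis, was not tested for this gene.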

How the results depend on the processing

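Tests with the axis moved 24 bins, the axis through the median Gbx2 UMI (bands included), zone bins with a mirror bin, the whole opposite side, the set without Apoe and 20 thinnings were chosen only after the results were seen, and the other alternatives were chosen before the data were examined. No paired analysis was possible because each time point had 1 section from 1 animal. Values stood still in 3 settings for reasons of construction and say nothing about stability. Restricting the zone to its largest patch removed nothing, since each section had 1 patch, taking UMIs per bin cannot change a rank correlation, and dropping the minimum of UMIs per gene changed no value of the 7 main gene sets. It moved only the 28 days median of the blood-derived set, of all values tried with it.

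Scaling moved all genes together. The median log2 ratio of all genes with at least 200 UMIs was 0.04 at 3 days and -0.07 at 28 days with CPM, -0.12 and -0.13 with TMM scaling, and -0.26 and -0.35 with UMIs per bin, the last of which follows from the lower depth per bin of the lesion zone. With TMM scaling, the 3 days median log2 ratio was 2.56 for astrocyte. The difference between the time points was 2.04 for astrocyte. With UMIs per bin, medians at 3 days were 0.60 for homeostatic, 2.42 for astrocyte, 1.74 for barrier endothelium and 0.87 for mural cell. At 28 days the medians were 1.04 for homeostatic, 3.78 for DAM, 4.38 for astrocyte, 0.24 for barrier endothelium and 0.65 for mural cell. The direction changed, to a log2 ratio of -0.13 for Rgs5 at 28 days. With no minimum of UMIs per bin, gene sets at 3 days had medians of 2.78 for astrocyte.

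Why each value moved with the placement of the zone and of its reference was not tested. With the zone threshold at the 95th percentile, the medians at 28 days came to 3.63 for DAM and 4.18 for astrocyte. Set medians for 3 days were 2.56 for proliferation, 2.43 for astrocyte and 1.71 for barrier endothelium. 28 days minus 3 days gave -0.34 for proliferation, 1.75 for astrocyte and -1.17 for barrier endothelium. The sign turned, with log2 ratios of 2.45 for Ttr at 28 days. With area thresholds at the 95th percentile, the 3 days area share was 32.0% for lesion zone, 4.20% for DAM, 29.8% for astrocyte and 25.2% for proliferation. Area shares at 28 days were 37.7% for lesion zone, 37.4% for DAM, 36.5% for astrocyte and 8.04% for proliferation. With smoothing over 3 by 3 tiles, tile shares at 3 days were 14.8% for lesion zone, 0% for DAM, 9.65% for astrocyte and 11.5% for proliferation. At 28 days the area shares were 23.2% for lesion zone, 26.8% for DAM, 23.1% for astrocyte and 0.982% for proliferation.

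With the midline through the median bin of the tissue, the 3 days median log2 ratio was 1.57 for homeostatic, 4.66 for activated microglia, 2.60 for DAM, 6.19 for proliferation and 4.39 for astrocyte. Differences between time points were -0.24 for homeostatic and -1.06 for activated microglia (both in the opposite direction), 1.36 for DAM, -4.32 for proliferation and 0.16 for astrocyte. Medians at 28 days were 4.55 for astrocyte. An opposite sign was found, with -2.12 for Ttr at 3 days. The 3 days area share was 14.7% for lesion zone, 8.54% for astrocyte and 12.0% for proliferation. At 3 days that line lay at array column 192, the mirror-correlation axis at an offset of 151 bins and the median Gbx2 UMI at column 130. That line was therefore the furthest from Gbx2 and is no estimate of the 3 days midline. With the axis moved 24 bins towards the injured side, at 3 days the medians were 1.31 for DAM, 2.81 for proliferation and 1.69 for astrocyte. Gene sets at 28 days had medians of 4.45 for DAM, 4.45 for astrocyte and 0.43 for mural cell. Subtracting 3 days from 28 days gave 3.14 for DAM, -0.53 for proliferation, 2.75 for astrocyte and -0.79 for mural cell. The sign was the opposite, at -0.030 for Rgs5 at 28 days, -0.053 for Acta2 at 28 days, -1.74 for Ttr at 3 days and -0.55 for Nr4a2 at 28 days. Area shares at 3 days were 22.6% for lesion zone, 0.119% for DAM, 13.8% for astrocyte and 18.1% for proliferation. Tile shares at 28 days were 31.9% for lesion zone, 32.0% for DAM, 30.7% for astrocyte and 2.31% for proliferation.

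With the axis through the median Gbx2 UMI, the medians at 3 days came to 1.37 for DAM, 2.84 for proliferation and 1.73 for astrocyte. The time difference came to 2.67 for DAM and 2.95 for astrocyte. Signs changed, to -2.02 for Ttr at 3 days. At 3 days the area shares were 22.1% for lesion zone, 13.7% for astrocyte and 17.7% for proliferation. In the band from 0 µm the 3 days value was 0.58 for DAM and 1.66 for astrocyte. In the band from 250 µm the 3 days value was 3.45 for activated microglia, 0.63 for DAM and 1.84 for astrocyte. In the band from 500 µm the 3 days value was 2.04 for astrocyte. In the band from 1000 µm the 3 days value was 0.46 for activated microglia and 0.36 for astrocyte. In the band from 2000 µm the 3 days value was 0.38 for activated microglia and 0.31 for astrocyte. No main gene set changed direction in the lesion zone with this axis.

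Over zone bins with a mirror bin, set medians for 28 days were 4.53 for astrocyte and 0.67 for barrier endothelium. Between the time points the difference was 1.83 for astrocyte. The direction changed, to a log2 ratio of -0.61 for Nr4a2 at 28 days. Against the whole opposite side, the 3 days median log2 ratio was 1.20 for homeostatic, 4.78 for activated microglia, 2.55 for DAM, 4.84 for proliferation, 3.62 for astrocyte and 0.73 for mural cell. The change from 3 to 28 days was 0.12 for homeostatic, -0.61 for activated microglia (opposite direction), 1.59 for DAM, -2.54 for proliferation, 1.25 for astrocyte and -1.07 for barrier endothelium. Medians at 28 days were 4.87 for astrocyte, 0.74 for barrier endothelium and 0.71 for mural cell. Without Apoe, the 3 days area share was 16.3% for DAM. At 28 days the medians were 4.41 for DAM.

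Without thinning, the 3 days ratio of bins with over without proliferation UMIs was 0.76 for Tmem119. At a Leiden resolution of 0.5, the number of clusters was 9 for 3 days and 11 for 28 days. The number of lateralised clusters was 1 for 3 days and 1 for 28 days. At a Leiden resolution of 2, the number of lateralised clusters was 4 for 3 days. At a threshold of 70%, the number of lateralised clusters was 5 for 3 days. At a threshold of 90%, the number of lateralised clusters was 1 for 3 days. Summed over 20 thinnings, the ratio of Tmem119 was 0.60 and that of Ccr2 0.94, so the single thinning with 5 UMIs of Tmem119 gives no direction. The cause of these shifts was not tested.

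Among single genes and the blood-derived and fibroblast sets, 7 of 137 values moved beyond their counting interval with TMM scaling and 39 with UMIs per bin, where 1 more changed direction. It was 52 with the zone at the 95th percentile, 45 of 135 with the midline through the median bin, 35 of 137 with the Gbx2 axis, 56 with the moved axis, 23 of 136 over zone bins with a mirror bin and 59 of 137 against the whole opposite side, besides the changes of direction given by gene. Depth limits what these comparisons show for genes with few UMIs in the mirror zone, whose intervals are wide enough to hold most alternatives.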

Other observations

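Tests of the endothelium per bin and of the opposite side were chosen only after their results were seen, and the axis through the median Gbx2 UMI and the set without Apoe were added as alternatives at that stage.

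The 3 days symmetry axis lay 363 µm from the median Gbx2 UMI. The 2 clusters lateralised at 3 days, led by Gbx2 and by Avp, lay almost wholly outside the lesion zone. With the axis through the median Gbx2 UMI the injured-side share of the cluster led by Avp was 64.5%. That of the cluster led by Gbx2 was 59.1%, which is no test, because this axis divides Gbx2 UMIs evenly by construction. A candidate explanation for both clusters is the displaced axis, because midline tissue was then counted to the injured side. Only the cluster led by Avp bears on it. The injured-side share of the 28 days clusters was 90.5% and 100% with the axis through the median Gbx2 UMI.

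The opposite side had lower medians at 28 days than at 3 days for the proliferation (-1.22), activated microglia (-0.92) and astrocyte (-0.66) sets. The displaced 3 days axis is argued against as the cause, because it lay towards the opposite side and so left less tissue there, 72960 bins against 80196 with the axis through the median Gbx2 UMI. With that axis the medians of the proliferation and activated microglia sets were -1.32 (-1.63 to -0.99) and -1.07 (-1.36 to -0.71). In bins over 1000 µm from the mirror-correlation axis the medians were 0.23 for proliferation, -0.31 for activated microglia and -0.09 for astrocytes, so the lower values lay mostly nearer the axis. The opposite side was captured to 4.25 mm from the axis at 3 days and to 2.83 mm at 28 days. The compared sides, and their bins over 1000 µm from the axis, therefore held unlike lateral tissue. This difference in captured tissue stays open and was not tested. The same holds for a response of the opposite hemisphere at 3 days, the level of the sections and a difference between libraries.

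The small DAM area at 3 days (0.30%) may reflect the weight of Apoe, which held 97.3% of the set's UMIs in the mirror zone. Without Apoe the area was 16.3%.

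The higher barrier endothelium median at 3 days (2.04) was weighed against loss of other RNA and against surface vessels. Per bin the median was 1.74, and without bins within 192 µm of a tissue border it was 1.83 (1.49 to 2.06), and either explanation alone would have brought it near 0 or below. More vessel tissue per area or more transcript per vessel at 3 days could both give the 1.74 per bin and were not separated. The fibroblast median at 28 days was 0.15 without border bins, from 2 genes, against 1.77 with them.

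The higher DAM median at 28 days was weighed against the wider tissue captured there. Limited to 2.46 mm from the axis, which kept 77.4% of zone bins, the difference was 2.13 (1.70 to 2.53). This width was that of the 3 days zone, measured from an axis 363 µm from the median Gbx2 UMI, towards the opposite side. The 28 days axis lay 16 µm from it, so the limited 28 days zone may still reach further from the midline. A narrower limit was not tested. Other sets moved with this limit. The astrocyte difference fell to 1.44 (1.31 to 1.58) from 1.94, the proliferation difference was -2.22 (-3.01 to -1.44) over 2 genes, and that of the blood-derived set, not detectable at -0.35 over 4 genes, was -0.79 (-0.94 to -0.64) over 3 genes. As far as this limit reaches, the narrower capture at 3 days is argued against as the whole cause of the DAM difference. A change of microglial state with time remains a hypothesis from 1 section per time point.

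Ccr2 shared bins with proliferation UMIs at 3 days, with a log2 ratio of 1.02 (0.28 to 1.68) in unthinned bins, from 24 UMIs, and of 0.94 over 20 thinnings. In the same unthinned bins, set against neighbouring bins without such UMIs, the ratio was 0.78 (-0.01 to 1.51), so sharing of bins and sharing of a neighbourhood cannot be told apart at this number of UMIs. Against the same neighbours, Tmem119 had 0.56 (0.08 to 1.01), Cldn5 0.25 (-0.02 to 0.52) and Gfap -0.17. Bins of 16 µm hold parts of several cells, so none of these ratios assigns proliferation to a cell type.

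Trbc2 was lower in the lesion zone at 3 days, with 12 against 135 UMIs. The 6 T cell genes together had 47 against 25 UMIs, a log2 ratio of 1.22 (0.51 to 2.00). The Trbc2 UMIs of the mirror zone may therefore come from cells other than T cells, and which cells was not tested.

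The clustering gave 20 clusters at 3 days and 19 at 28 days, and the resolution of 2 gave 29 and 25. The study reported more clusters in each section, and whether its clustering settings or bin filter account for this was not tested.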
